# RNA-Seq analysis of gene expression in 25 cases of canine lymphoma undergoing CHOP chemotherapy

**DOI:** 10.1186/s13104-022-06003-5

**Published:** 2022-03-22

**Authors:** Miles W. Mee, Sydney Faulkner, Geoffrey A. Wood, J. Paul Woods, Dorothee Bienzle, Brenda L. Coomber

**Keywords:** Cancer, Lymphoma, Dog, Gene expression, Comparative oncology, Chemotherapy, RNA sequencing

## Abstract

**Objectives:**

Canine lymphoma, the most common hematological cancer in dogs, shares many molecular and clinical characteristics with human Non-Hodgkin lymphoma (NHL). The standard treatment for canine lymphoma is “CHOP” multiagent chemotherapy protocol consisting of Cyclophosphamide, Doxorubicin (Hydroxydaunorubicin), Vincristine (Oncovin™), and Prednisone. Approximately 70–85% of patients treated with CHOP achieve clinical remission. However, duration of remission varies and the majority of dogs eventually relapse. To identify possible biomarkers for patients failing to achieve remission, we performed RNA-Seq analysis on 25 cases of canine lymphoma obtained prior the start of their CHOP therapy regime and assessed gene expression associated with patient progression free survival (PFS).

**Data description:**

The data consists of (1) raw RNA-Seq reads in 75 bp fastq format from fine needle aspirate samples of enlarged lymph nodes from canine patients with naturally occurring lymphoma; (2) Fragments Per Kilobase Million (FPKM) values for each sample; (3) raw transcript counts for each sample; (4) anonymized patient details including PFS; (5) heat map of gene expression and (6) Cox proportional hazard analysis showing significantly expressed genes. These data may be useful for comparative analysis of gene expression in human NHL and analysis of gene expression associated with disease outcome in canine lymphoma.

## Objective

Canine lymphoma is the most common haematopoietic neoplasm in dogs [1] and is similar to human non-Hodgkin lymphoma (NHL). Both canine and human NHL have similar clinical presentation, molecular biology, therapy, and treatment response [2, 3]. Lymphoma is also common in dogs, and is treated with similar multiagent chemotherapy regimens as human disease yet has a much faster disease progression (time to relapse of 6–8 months is typical [4]) than that seen in NHL. This makes canine lymphoma an attractive comparative oncology model for the most aggressive human NHL cases.

The standard treatment is standard in both canine lymphoma and NHL, consisting of a multi-agent chemotherapy protocol of cyclophosphamide, doxorubicin, vincristine, and prednisone (CHOP), often with the addition of rituximab in humans [5]. There is a high initial response rate for canine lymphoma to CHOP of about 70% to 85%. However, the duration of remission varies and the majority of patients will eventually relapse [4, 6]. The failure of many canine lymphoma patients to achieve long term remission has raised interest in developing methods to predict their response to CHOP therapy. While several molecular biomarkers have been proposed [7–9] in general they lack a clear therapeutic target, thus additional research is required. The data provided here may be useful for analysis of gene expression changes related to disease outcome in canine lymphoma, and for comparative analysis of gene expression in human NHL.

## Data description

### Case enrolment

Dogs with naturally occurring lymphoma, diagnosed by cytology or histology at the Mona Campbell Centre for Animal Cancer, University of Guelph, who had received no prior treatment other than a single injection of prednisone were eligible for this study. No breed, sex or age restrictions were in place, but dogs with other concurrent neoplasms or prior neoplasms including lymphoma were excluded. Lymphomas were immunophenotyped by flow cytometry [10]. Dogs were enrolled with the intention to treat with standard CHOP therapy and were monitored by physical examinations ± diagnostic imaging for a minimum of 6 months to categorize response as complete remission or not by WHO criteria [11]. Dogs lost to follow-up, or not progressed at last check were censored for PFS.

### RNA-Seq data generation and processing

Tumor samples were collected by fine needle aspirate and expressed into sterile collection vials containing 1.0 ml of RNAprotect Cell Reagent (Qiagen). Poly A-RNA was isolated from the tissue samples using QIAGEN RNeasy isolation kit and quantified using a Nanodrop spectrophotometer. The RNA integrity number (RIN) was calculated for each sample using Bioanalyzer analysis. 

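The labels of the 25 sequenced samples, 1 per dog, name 17 dogs as B-cell lymphoma, 3 as T-cell lymphoma and 5 as unknown immunophenotype. They also place each dog in a class of short or long survival, with 5 short and 12 long among the B-cell dogs, 1 short and 2 long among the T-cell dogs, and 2 short and 3 long among the dogs of unknown immunophenotype. The identifiers of 15 dogs end in the letter A (suffix A) and those of the other 10 have no suffix. Each sample name also holds a number, here called the sheet number. The sheet numbers run from 1 to 12 in 11 dogs (the consecutive series) and are odd numbers from 13 to 39 in the other 14 (the odd series). The labels do not say what the letter or the number stands for. Dog 003A, with sheet number 3, is the one dog with suffix A in the consecutive series. All 11 dogs of the consecutive series are labelled B-cell, while the odd series holds 6 dogs labelled B-cell, 3 labelled T-cell and 5 of unknown immunophenotype.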

Twenty-five samples with RIN above 9 were selected for sequencing, including 16 immunophenotyped as B-cell lymphoma, three immunophenotyped as T-cell lymphoma, and six patients with missing immunophenotype. The selected samples were sequenced using the Illumina NextSeq platform by the London Regional Genomics Centre, London, ON, Canada. The sequence data were returned in single read 75 bp fastq format. Data Set 1 contains the RNA sequencing results for this publication, which have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE130874 [12].

The RNA-Seq reads were assessed for quality using ***FastQC*** [13]. The reference genome (CanFam3.1) and gene model (CanFam3.1.88.gtf) were downloaded from Ensembl [14]. The raw fastq reads were aligned to the CanFam3.1 reference sequence and CanFam3.1.88.gtf annotation file using ***Hisat2*** [15]. ***StringTie*** [16] was used to annotate genes and quantify their expression. Fragments Per Kilobase Million (FPKM) values were calculated using the R package ***Ballgown*** [17] and are available in Data file 1 [12]. Raw transcript counts for expressed genes are available in Data file 2 [12]. 

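The authors deposited raw counts and FPKM values in 2 tables with 1 column per dog, and each lists the same 32704 genes by Ensembl identifier. The labels call the sequenced molecule total RNA, whereas the paper describes isolating poly A-RNA and, in its limitations, recovering total RNA. The counts are whole numbers without normalization. They totalled between 9592039 and 28979456 per dog, with a median of 19264485. The 8 dogs with short survival had a median total of 17006136.5 (range 9592039 to 25436325). The 17 dogs with long survival had a median total of 19379858 (range 12500534 to 28979456). The mean totals of the survival classes did not differ by more than the spread between dogs (two-sided exact permutation test, n = 8 and 17, p = 0.367). Mean totals differed by -3542000 between suffix A and no suffix (two-sided permutation test, p = 0.0513). Counts were compared with edgeR's quasi-likelihood test after TMM normalization, on genes kept by its filter on low counts, with Benjamini-Hochberg adjustment. FPKM values were analysed as log2(FPKM + 1) for genes with a mean FPKM of at least 1.
The tables were then set against each other over the 11017 genes with a mean count of at least 50 and a mean FPKM of at least 1. For each dog, log2(CPM + 1), from the counts scaled to the library total (CPM), and log2(FPKM + 1) were correlated across genes after the mean of each gene over the dogs was subtracted. Genes are not independent replicates, so these correlations describe single samples. Pearson's r was between 0.928 and 0.98 in 23 dogs, 0.75 in dog 024A and 0.207 in dog 037A. The tables also differ in that 57 genes have no counts in any dog and a mean FPKM above 1.

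**Figure D1:**
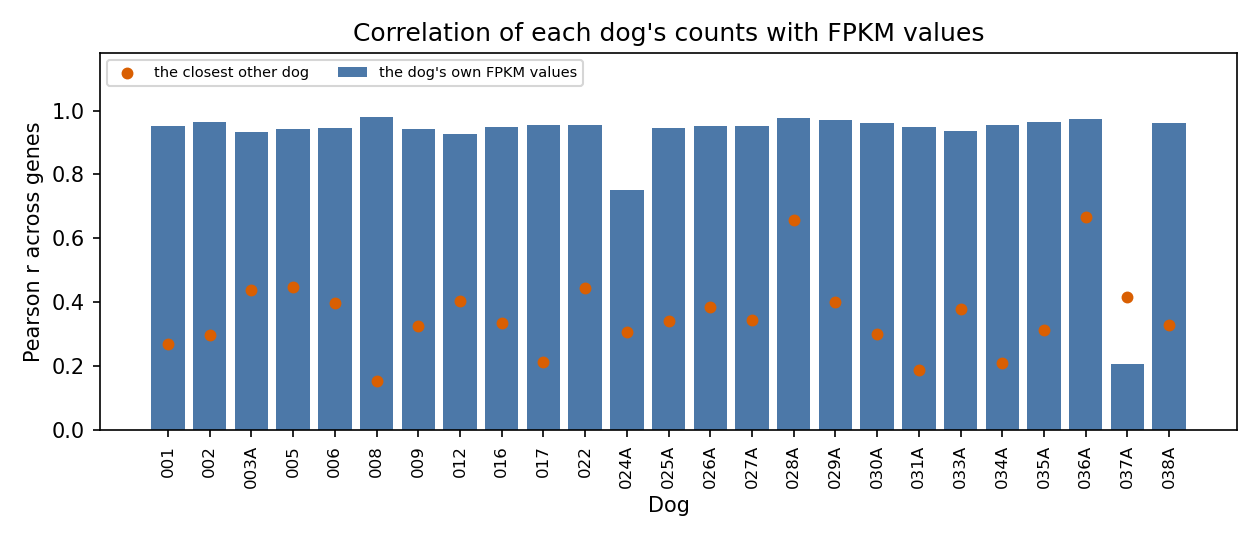
Correlation (Pearson's r across 11017 genes) of each dog's counts with FPKM values. Bars show r with the same dog and points the highest r with another dog. Dogs 024A and 037A have the shortest bars, at 0.75 and 0.207.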

Key patient details, including PFS are available in Data file 3 [18]. 

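The log2(FPKM + 1) values of 13417 genes in all 25 dogs were clustered hierarchically with Euclidean distance and complete linkage, and the tree was divided into 2 clusters. The smaller cluster held 3 dogs, 028A, 029A and 036A, and the larger held the other 22. Dogs 028A and 036A are labelled T-cell and dog 029A B-cell, while dog 038A, also labelled T-cell, lay in the larger cluster. The technician of each sample was not used here, so the clusters were compared with the suffix letter. All 3 dogs of the smaller cluster have suffix A, so 13 of 25 dogs fell on the side of their suffix group (two-sided Fisher's exact test, p = 0.25, the p that 3 of 3 dogs with suffix A give). This count cannot be under 13 with 25 dogs, and a cluster of 3 dogs is too small to show whether the clusters follow the suffix. Among the 17 dogs labelled B-cell alone, 14 fell on the side of their suffix group (two-sided Fisher's exact test, p = 0.0147, or 0.11 after Benjamini-Hochberg adjustment over 15 clustering settings).
The first principal component held 25.9% of the variance. Its mean score differed by 0.996 SD between the suffix groups (two-sided permutation test, p = 0.00545). With the sheet-number series in place of the suffix letter the difference was 1.09 SD (two-sided permutation test, p = 0.00068). Within the dogs labelled B-cell, 7 with suffix A and 10 without, it was 1.31 SD (two-sided exact permutation test, p = 0.00237). Between short and long survival the difference was 0.615 SD (two-sided exact permutation test, p = 0.151).
Of 17722 genes tested in the counts, 3031 differed between suffix A and no suffix at an adjusted p-value under 0.05, 1469 higher and 1562 lower in suffix A. DESeq2, with its own size factors, called 4746 genes, 3029 higher and 1717 lower. Among the settings in which all 25 dogs were compared, the sheet-number series gave the highest count, 4823 genes, 2850 higher and 1973 lower in the odd series. Among the dogs labelled B-cell alone, 1638 genes differed by suffix, 589 higher and 1049 lower.

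**Figure D2:**
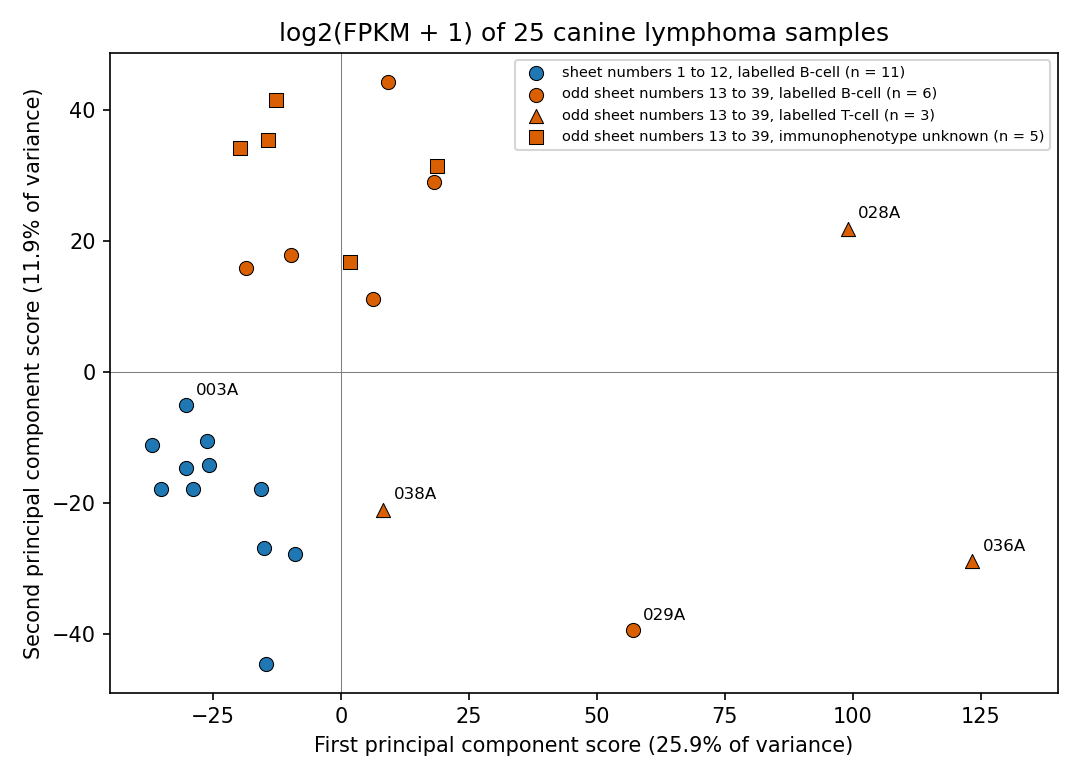
Scores of the 25 dogs on the first (25.9% of variance) and second (11.9%) principal components of log2(FPKM + 1), each point a dog. Colour gives the sheet-number series and shape the immunophenotype label. All 11 dogs of the consecutive series have negative scores on the first component, and dogs 028A, 029A and 036A have the highest.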

When we hierarchically clustered and visualized the RNA-Seq data from all sequenced samples, we observed two patient clusters corresponding to samples isolated by separate technicians, suggesting some batch effects existed between the patient clusters (Data file 4 [18]). 

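PFS times were not used here, so gene expression was compared between the 8 dogs with short survival and the 17 with long survival. Of 18651 genes tested in the counts, 1745 had an unadjusted p-value under 0.05, 751 higher and 994 lower in short survival. The share that was higher ran from 40.4% to 64.1% when each dog was left out in turn. After Benjamini-Hochberg adjustment 2 genes remained under 0.05, both higher in short survival. DESeq2, the alternative that moved the adjusted count most, gave 2133 genes at the unadjusted threshold, 1226 higher and 907 lower, and 116 after adjustment, 56 higher and 60 lower. limma on log2(FPKM + 1) also called 2 genes, but both were lower in short survival. Within the dogs with suffix A, 6 with short and 9 with long survival, 1295 genes had an unadjusted p-value under 0.05 and 0 an adjusted one. Within the dogs without suffix, 2 with short and 8 with long survival, a fit added after seeing the data gave 558 and 0.
The files do not pair the Ensembl identifiers with gene names. The 2 genes with the smallest p-values among those that rose were ENSCAFG00000011322 and ENSCAFG00000029724. ENSCAFG00000011322 had a CPM, scaled by TMM, of 89.9 ± 252 (SD, n = 8) in short survival and 0.623 ± 0.421 (SD, n = 17) in long survival. Its log2 fold change was 7.13 (standard error 1.11, edgeR adjusted p = 0.0134). Dog 028A had 713 CPM of this gene and the next-highest dog with short survival 2.03. Without dog 028A the log2 fold change was 0.44 (standard error 0.45, edgeR adjusted p = 0.775). ENSCAFG00000029724 had 36.2 ± 99.0 CPM (SD, n = 8) in short survival and 0.656 ± 0.429 (SD, n = 17) in long survival, a log2 fold change of 5.74 (standard error 0.95, edgeR adjusted p = 0.0176). Dog 028A had 281 CPM and the next-highest dog 5.29, and without dog 028A the log2 fold change was 0.86 (standard error 0.49, edgeR adjusted p = 0.723). In the dogs without suffix the log2 fold changes of these genes were -1.42 (standard error 0.95, edgeR unadjusted p = 0.162) and -0.62 (standard error 0.75, p = 0.423). Neither shows a reversal.
The 2 genes with the smallest p-values among those that fell did not pass the adjusted threshold of edgeR. ENSCAFG00000009212 had 54.0 ± 16.2 CPM (SD, n = 8) in short survival and 91.7 ± 16.1 (SD, n = 17) in long survival, a log2 fold change of -0.77 (standard error 0.15, edgeR adjusted p = 0.0641). ENSCAFG00000008316 had 5.64 ± 5.28 (SD, n = 8) and 76.4 ± 63.7 (SD, n = 17) CPM, a log2 fold change of -3.76 (standard error 0.74, edgeR adjusted p = 0.0641). For both genes all 17 dogs with long survival lay above the median of the dogs with short survival, which was 58.0 CPM for ENSCAFG00000009212 and 3.35 for ENSCAFG00000008316. The classes still overlapped. Dog 009, with short survival, had 76.2 and 16.1 CPM, above the lowest values in long survival, 64.4 and 4.19. The genes were picked for their p-values in these dogs, so a separation is partly built in. The calls depended on the test. ENSCAFG00000009212 passed with DESeq2 (adjusted p = 0.00239) and limma on log2(FPKM + 1) (adjusted p = 0.0237), and ENSCAFG00000008316 with DESeq2 (adjusted p = 1.78e-06) but not limma (adjusted p = 0.165). Neither gene that rose passed with DESeq2 (adjusted p = 0.684 for ENSCAFG00000011322 and 0.503 for ENSCAFG00000029724) or limma (adjusted p = 0.549 and 0.529). DESeq2's log2 fold changes of these genes were 0.43 and 0.81, near edgeR's 0.44 and 0.86 without dog 028A. For these genes the DESeq2 result therefore adds little to the fit without that dog. With the series as covariate, edgeR called neither the genes that fell (adjusted p = 0.167 for both) nor those that rose (0.494 for both). With the suffix letter as covariate edgeR's adjusted p-values were 0.155 for both that fell and 0.350 and 0.359 for those that rose. The directions stayed the same with either covariate.

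**Figure D3:**
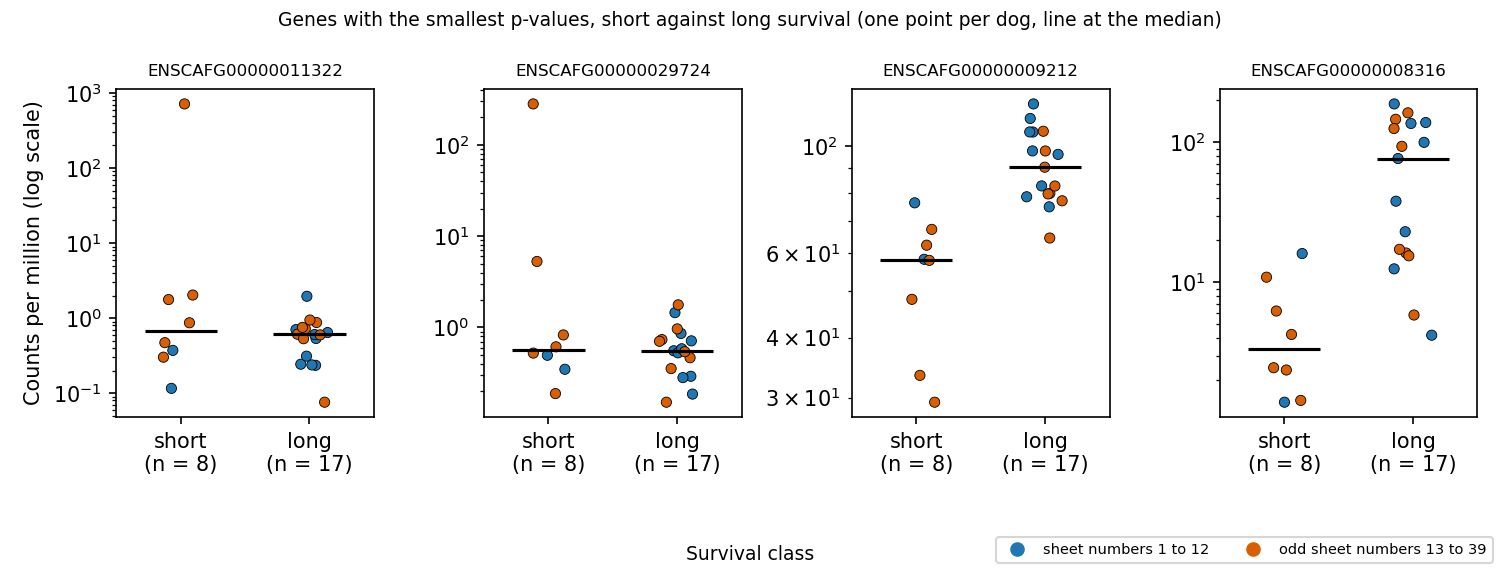
CPM (log scale, TMM normalization) of the 4 genes in the 8 dogs with short and the 17 with long survival. Each point is a dog, colour gives the sheet-number series and lines mark medians. In ENSCAFG00000011322 and ENSCAFG00000029724 a single dog, 028A, stands apart, at 713 and 281 CPM.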

While there were 1052 genes with unadjusted Cox Proportional Hazard model *p*-values < 0.05 (Data file 5 [18]), we were unable to confirm their significance in a validation set of cases. Thus, no research publication from this study was feasible. However, we feel the available data may be of use to others who are researching lymphoma in dogs and in humans (see Table 1).

**Table 1:** Overview of data files/data sets

Label	Name of data file/data set	File types (file extension)	Data repository and identifier (DOI or accession number)
Data set 1	Raw sequence reads for 25 canine lymphoma cases	FASTQ files (.fastq.gz)	NCBI GEO; https://identifiers.org/geo:GSE130874 [12]
Data file 1	FPKM values for expressed genes	TSV file (.tsv.gz)	NCBI GEO; https://identifiers.org/geo:GSE130874 [12]
Data file 2	Raw transcript counts for expressed genes	TSV file (.tsv.gz)	NCBI GEO; https://identifiers.org/geo:GSE130874 [12]
Data file 3	Clinical outcome for 25 canine lymphoma cases	TAB file (.tab)	Harvard Dataverse; https://doi.org/10.7910/DVN/PGL3BO [18]
Data file 4	Heatmap of gene expression	Adobe Acrobat portable document format file (.pdf)	Harvard Dataverse; https://doi.org/10.7910/DVN/PGL3BO [18]
Data file 5	Results of Cox proportional hazard analysis of gene expression	TAB file (.tab)	Harvard Dataverse; https://doi.org/10.7910/DVN/PGL3BO [18]

## Limitations

This study is limited by the small sample size, and technical issues resulting in batch effects further reducing the statistical power. 

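The biological coefficient of variation estimated by edgeR was 0.621 for the comparison of short with long survival. The power of this comparison was measured on counts simulated from the means and library sizes of these dogs. The 200 changed genes were drawn from those above a minimum mean count. With 8 and 17 dogs, edgeR's test recovered 79.5% of genes changed 4-fold and 35% of genes changed 2-fold at an adjusted p-value under 0.05. With the 15 and 10 dogs of the suffix groups it recovered 81% and 45%. Genes were simulated independently of each other and without a batch. With no gene changed edgeR then called 0 genes, whereas other splits of the real dogs into 8 and 17 gave up to 721. Recovery may therefore differ in the real dogs.
The survival classes were unevenly spread over the sheet-number series, with 6 short and 8 long in the odd series and 2 short and 9 long in the consecutive series. With the series as a covariate, 1045 genes had an unadjusted p-value under 0.05 for survival and 1 an adjusted one. Of the 1745 genes without a covariate, 942 (54%) kept an unadjusted p-value under 0.05 with the same sign. With the suffix letter as a covariate there were 1279 genes at the unadjusted threshold and 0 after adjustment. Among genes tested for both, 706 of the 1657 genes with an unadjusted p-value under 0.05 for survival (42.6%) also had an adjusted p-value under 0.05 between the series, against 26.4% of the remaining genes. From clusters that followed the technician the paper proposes batch effects between patients, and it states that these, with the small sample size, reduced the statistical power.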

The lack of complete immunophenotype information for all cases, and the lack of technical replicates (repeat sequencing) are also limitations. 

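The 5 dogs of unknown immunophenotype and the 3 labelled T-cell all have suffix A, so immunophenotype and suffix overlap. Of 21752 genes tested between the 3 dogs labelled T-cell and the 17 labelled B-cell, 1382 had an adjusted p-value under 0.05 from edgeR's test, 1234 higher and 148 lower in T-cell. DESeq2 called 2551, of which 1555 were higher and 996 lower. Within suffix A, with 3 T-cell and 7 B-cell dogs, the count was 225. That fit has fewer dogs, so lost power can lower its count whatever the suffix does. At the unadjusted threshold the count was 4463 with the 3 and 17 dogs and 3424 within suffix A. Fold changes of both fits correlated across genes (Spearman's rho 0.833), which is partly built in because the dogs overlap. Leaving out each T-cell dog in turn gave from 225 to 2747 genes, so the count depends on single dogs. With immunophenotype as a covariate, 1774 genes had an unadjusted p-value under 0.05 between short and long survival and 0 an adjusted one.
The counts of the most similar pair, dogs 005 and 022, had a Pearson's r of 0.968 across genes on log2 CPM. Their counts differed by more than counting noise, with a chi-square of 51.0 per degree of freedom over 15849 genes, so they are not 1 library listed under different names. Separate libraries of 1 dog would also differ this way, and that the columns are different dogs is taken from the labels.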

The selection of cases to sequence was initially influenced by client decision to treat their dogs with CHOP, and client consent to participate in this study. Recovery of sufficient total RNA of suitable quality from available cases and finances limited the RNA-Seq analysis to 25 samples. All or any of the above may have had unintended and unknown influence on the data obtained.

## Data Availability

The raw RNA sequencing results for this publication are available from the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE130874 https://identifiers.org/geo:GSE130874. The FPKM values and raw transcript counts are also available through GEO accession number GSE130874. The data on patient outcome, information on batch effects, and the results of a Cox Proportional Hazard evaluation are available at https://doi.org/10.7910/DVN/PGL3BO. Please see Table 1 and references [12, 18] for details and links to the data.

## Abbreviations

CHOP: Cyclophosphamide, Doxorubicin (Hydroxydaunorubicin), Vincristine (Oncovin™), Prednisone
NHL: Non-Hodgkin Lymphoma
FPKM: Fragments per kilobase of exon per million fragments mapped
PFS: Progression free survival
RIN: RNA integrity number
NCBI: National Center for Biotechnology Information
GEO: Gene Expression Omnibus

How the deposited data were processed for this re-analysis (not part of the article)

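Gene expression was measured by RNA-Seq in fine needle aspirates of lymph nodes from 25 dogs with lymphoma, 1 sample per dog. According to the paper, the authors aligned single reads with Hisat2 to CanFam3.1 and its Ensembl gene model and quantified expression with StringTie. The FPKM values were calculated by the authors with Ballgown and scale each gene for its length and each sample for its mapped reads. The counts were deposited by the authors as raw whole numbers per gene, and the paper's text does not say whether StringTie or another program made them, with which strand setting, or how reads shared between genes were treated. Overlapping genes and near-identical copies are therefore uncertain. All columns of the 2 tables were used, and the number of columns of per-sample values not used was 0. Dogs were grouped by the labels into short (8) and long (17) survival, by immunophenotype, by the suffix letter of the identifier and by the series of sheet numbers. The last 2 groupings stand in for the technician, which was not used here.
Genes were kept by edgeR's filterByExpr and their counts compared with glmQLFit and glmQLFTest (edgeR 4.0.16, R 4.3.3) after TMM normalization. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the test's F value. DESeq2 1.42.0 on the counts and limma 3.58.1 (with trend) on log2(FPKM + 1) were alternatives, along with other filters, a pseudocount of 0.1, covariates, subsets of the dogs and leaving out each dog in turn. The tests were checked on simulated counts with 200 changed genes before use. When no simulated gene was changed, edgeR called none, and DESeq2 called 8 for the survival design and 26 for the design of 3 T-cell against 17 B-cell dogs. The simulation held no batch and drew genes independently, so the real dogs may give more false calls.
Clustering and principal components used log2(FPKM + 1) of genes with a mean FPKM of at least 1 (Python 3.11.15, SciPy 1.17.1, NumPy 2.4.6). Means of single measures were compared by exact permutation, or with 100000 resamples where both groups had at least 10 dogs. For every comparison across genes, 100 splits of the same dogs, the real one included, were fitted, and for survival 100 more within the series with the series as covariate. Totals of 9592039 to 28979456 counts per dog leave genes with few reads imprecise. For tests at equal depth every library was drawn down to the smallest total.
The rule for named genes was, for survival, the 3 genes with a symbol and the smallest unadjusted p-value in each direction, for the suffix letter the 3 with a symbol and the largest change in each direction, and for immunophenotype a fixed list of lineage genes. Of the 32704 identifiers 0 matched a symbol, so this rule selected none. In its place, and decided after the data were seen, the 2 identifiers with the smallest p-value in each direction for survival are printed. For the same reason the tests of lineage genes and of gene list scores against survival were not run. PFS times and the Cox models were not analysed here.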

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

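The fit without dog 028A was set before the data were examined. The other tests in this part were all chosen after the results were seen. The 8 dogs with short survival and the 10 without suffix were examined in 14 combinations of measure and group. The gap of the highest or lowest dog to the nearest other was set against the group's range, and 4 values, from 3 dogs, stood apart. By chance about 1 in 20 would, but this rate does not apply to the 2 values of dog 028A, since those genes were picked for the smallest p-values and their calls come from that dog.
Among the 8 dogs with short survival, dog 028A stood apart in ENSCAFG00000011322 (713 CPM, next 2.03) and in ENSCAFG00000029724 (281, next 5.29). Without dog 028A the unadjusted p-values from edgeR were 0.342 and 0.0905, so both calls rest on that dog. Dog 028A is labelled T-cell, and the other 2 dogs with this label had at most 0.753 CPM of ENSCAFG00000011322, below the 2.03 of the highest dog not labelled T-cell, which goes against a shared T-cell property. Reads shared with a similar gene and a mixed sample were not tested, so these explanations remain open.
Dog 024A, also in short survival, stood apart in the correlation across genes between its counts and its FPKM values (r = 0.75, next 0.944). If columns had been exchanged between dogs, its counts would correlate at 0.9 or more with another dog's FPKM values, but the highest r was 0.307, for dog 037A. The mixture of the FPKM values of all 25 dogs that maximised r reached 0.758, against 0.942 to 0.974 for 10 control mixtures of the counts of 2 other dogs. This goes against counts from a mixture of these dogs. A column made from other reads remains untested, and no biological explanation was tested.
Dog 016 stood apart among the 10 dogs without suffix on the second principal component (score -44.6, next -27.9). It has the largest total count, 28979456. Dog 005 has the next-largest total among these dogs, 26990039, and its score of -14.7 lay above the group median of -17.9, which goes against depth as the cause. No biological explanation was tested.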

How the results depend on the processing

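The comparisons, their tests and the alternatives were set before the data were examined, apart from those marked here as added after seeing the data. The lineage genes and list scores were not run, because no identifier matched a name.
With an adjusted p-value under 0.05, 2 genes differed between short and long survival. The count was 116 with DESeq2, 10 without a filter on low counts, 0 with the suffix letter as covariate (1279 unadjusted), 1 (lower in short survival) with the series as covariate, 0 with immunophenotype as covariate (1774 unadjusted), 1 (lower) in dogs labelled B-cell and 0 in dogs with suffix A (1295 unadjusted). It was 2, 2 and 3 with limma on FPKM values at a pseudocount of 1, of 0.1 and without a filter, of which 2 were lower each time. Across the 25 fits that each left out one dog it ran from 0 (without dog 028A, 1345 unadjusted) to 63 (without dog 036A). Added after seeing the data, the fit without dogs 024A and 037A gave 4 and the fit in dogs without suffix 0 (558 unadjusted).
The 1745 genes with an unadjusted p-value under 0.05 became 1045 with the series as covariate, 3085 with limma without a filter and 558 in dogs without suffix. They ran from 1164 to 2629 across the 25 fits that each left out one dog. The share that was higher in short survival was 43% in the 1745 genes, 57.5% with DESeq2, 56.2% without a filter, 30.8% with limma on log2(FPKM + 1) and 68.6% with limma without a filter, and it ran from 40.4% to 64.1% across the fits that each left out one dog.
Between suffix A and no suffix, the 3031 genes became 4746 with DESeq2, 4823 with the series, 1638 in dogs labelled B-cell, 1961 with survival as covariate and 1783 with limma on FPKM values. They stayed within 1.5 times at 4096 without a filter and, added after seeing the data, at 2573 without dogs 024A and 037A. The series within dogs labelled B-cell, also added after, gave 5368. The share higher in suffix A was 48.5%, against 63.8% with DESeq2, 65% without a filter, 36% in dogs labelled B-cell, 37.3% with survival as covariate and 20.7% with limma, and 59.1% were higher in the odd series.
Between T-cell and B-cell, the 1382 genes became 2551 with DESeq2, 911 without a filter, 225 in dogs with suffix A, 766 with the suffix letter as covariate and 2222 with limma. Across the 20 fits that each left out one dog the count ran from 225 to 2747. Dog 024A is not among these dogs, so leaving out dogs 024A and 037A is the fit without dog 037A (1383). The share higher in T-cell was 89.3%, against 61% with DESeq2, 43.6% with limma and from 64% to 99.1% across the fits that each left out one dog. Over the genes in both fits, the median change of the log2 fold change without a filter was -0.15.
For the clustering, 13 of 25 dogs fell on the side of their suffix group, and also 13 under 8 other settings of linkage, distance, scaling, filter and values, with 14 for the series. The count takes the better of both ways to pair clusters with groups and cannot be under 13. The smaller cluster held 3 dogs, or in 4 settings 2 dogs, all with suffix A and in the odd series. In those 4 settings the 2 dogs were 028A and 036A, both labelled T-cell. All dogs labelled T-cell have suffix A, so these clusters cannot separate suffix from immunophenotype. With 3 dogs the smaller cluster is paired with suffix A, and with 2 the larger one is, so the equal counts show neither stability nor a lack of separation. In dogs labelled B-cell it was 14 of 17 (Fisher's exact test, p = 0.0147, or 0.11 after adjustment over all 15 settings). Of 4 settings added after seeing the data, 3 again gave a cluster of 1 or 3 dogs (11 of 22 dogs without those labelled T-cell, and 14 of 25 in both settings with scaled genes and the series) and Ward linkage on B-cell dogs with the series gave 17 of 17 (Fisher's exact test, p = 8.08e-05, adjusted 0.00121).
The first component's difference of 0.996 SD between suffix groups ranged from 1.05 to 1.31 under the 4 alternatives set in advance. Of 4 settings added after seeing the data, the second component gave 1.26 for suffix and 1.26 for series, dogs labelled B-cell gave 1.59 for the series, and the second component of log2 CPM for the series gave 0.343 (permutation test, p = 0.439). The difference in total counts of -3542000 (permutation test, p = 0.0513) was -4159000 for the series, added after seeing the data (permutation test, p = 0.0179, or 0.0358 after adjustment over 22 tests).
For the 4 named genes, 148 other fits were made, of which 115 kept the direction and side of the threshold, 20 lost and 11 gained significance and 2 reversed. In dogs without suffix the log2 fold changes of ENSCAFG00000011322 and ENSCAFG00000029724 were -1.42 (standard error 0.95) and -0.62 (standard error 0.75). With edgeR unadjusted p-values of 0.162 and 0.423, these changes of sign do not show a reversal. The cause was not tested for any of these changes, apart from dog 028A for the genes that rose. Depth limits genes with few reads.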

Differences from the paper's values

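The paper reports 1052 genes with an unadjusted Cox p-value under 0.05, and 1745 genes had an unadjusted p-value under 0.05 here between short and long survival. The measures differ, since the paper modelled PFS and the survival class of the labels was used here. Of the alternatives set before the data were examined, those within 1.5 times the paper's count were the series as covariate (1045), the suffix letter as covariate (1279), dogs with suffix A (1295), and limma on FPKM values with a pseudocount of 1 (1339) or 0.1 (1331). DESeq2 (2133), no filter on low counts (2571), immunophenotype as covariate (1774), dogs labelled B-cell (1707) and limma without a filter (3085) were not. Of the 25 fits that each left out one dog, 11 were within 1.5 times, those without dog 002, 003A, 005, 006, 012, 022, 027A, 028A, 029A, 030A or 035A.
The paper counts 16 dogs with B-cell lymphoma and 6 with missing immunophenotype, and the labels give 17 and 5.
The paper states that the dogs formed clusters by technician, which was not used here. The clusters found here held 3 and 22 dogs, and the 3 all have suffix A and odd sheet numbers. Of these, dogs 028A and 036A are labelled T-cell. A cluster of 3 dogs is too small to be set against the suffix or the series. In dogs labelled B-cell, 14 of 17 fell on the side of their suffix (Fisher's exact test, p = 0.0147, or 0.11 after adjustment over 15 settings). With Ward linkage and the series in these dogs, a setting chosen after seeing the values, 17 of 17 did (Fisher's exact test, p = 8.08e-05, adjusted 0.00121).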

Other observations

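The counts over other splits of the dogs, and the tests of depth, immunophenotype and gene length for the suffix letter, were chosen before the results were seen. So were the fits with a covariate, within suffix A and without dog 038A. All other tests in this part were chosen only after.
Of 100 splits of the 25 dogs into 8 and 17, the real one included, 25 gave at least as many genes with an adjusted p-value under 0.05 as the 2 for survival. At the unadjusted threshold 24 splits gave at least 1745 genes, and the other splits ranged from 273 to 5379 with a median of 1104. These splits were not balanced over the series, which itself moves many genes. With the series as covariate and as many dogs with short survival in each series as in the real split, 56 of 100 splits gave at least the real 1045 genes at the unadjusted threshold, and 19 at least the real 1 after adjustment. The numbers of survival genes called by edgeR therefore cannot be told apart from those of random divisions of these dogs. Other tests and single genes were not set against the splits. With the series as a covariate 54% kept an unadjusted p-value under 0.05 with the same sign. Overlap with a refit of the same dogs is built in, so a batch shared with survival cannot be told apart.
Of 100 splits into 15 and 10 dogs, 1, the real one, gave as many genes as the 3031 between suffix A and no suffix, and the largest other count was 938. With every library drawn down to the smallest total, 2145 of these genes (70.8%) kept the call and the sign, which goes against depth. In dogs labelled B-cell alone 1638 genes differed by suffix, which goes against immunophenotype mix as the whole explanation. Their fold changes correlated with those of all dogs across genes (Spearman's rho 0.937), but these sets of dogs overlap, so a high rho is partly built in. Fold changes were nearly unrelated to apparent gene length across 16879 genes, 95.2% of those tested (Spearman's rho 0.0977). With survival class as covariate 1961 genes still differed by suffix, which goes against survival class as the whole explanation. A difference in sample handling may explain the pattern, but the labels do not say what the suffix means. Clinical differences other than survival class and immunophenotype were not tested.
A hypothesis is that the sheet-number series follows the handling of the samples more closely than the suffix. On log2(FPKM + 1), the nearest dog by Euclidean distance belonged to the same series for 25 of 25 dogs (one-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give; adjusted over 12 such tests, 6e-05). It had the same suffix for 22 and the same survival class for 16 (permutation test, p = 0.243). Dog 003A, on which the groupings disagree, lay nearest to dog 005 of the consecutive series. On log2 CPM the series was shared by 22 dogs and the suffix by 21. In dogs labelled B-cell alone, 17 of 17 shared the series (permutation test, p = 9e-05) and 14 the suffix, and on log2 CPM 14 (permutation test, p = 0.0165) and 13 did. At equal depth 24 of 25 shared the series (permutation test, p = 1e-05) and 23 the suffix. Immunophenotype mix and depth therefore do not account for the sharing of the series. Its lead over the suffix was 1 to 3 dogs and was not tested, so the hypothesis remains open.
More genes had at least 1 count in the odd series, although its libraries were smaller. At equal depth, means were 27577 ± 1774 genes (SD, n = 14) in the odd and 22811 ± 3525 (SD, n = 11) in the consecutive series (permutation test, p = 0.00028, adjusted over 22 tests 0.00425). In dogs labelled B-cell it was 28636 ± 1504 (SD, n = 6) and 22811 ± 3525 (SD, n = 11; exact permutation test, p = 0.00291, adjusted 0.008). Depth and immunophenotype mix therefore do not account for it. A difference in library preparation or low-level carry-over of reads may, but neither was tested. Dogs with short survival had on average 2073 more genes than those with long survival (exact permutation test, n = 8 and 17, p = 0.18). This neither shows a difference nor rules one out.
Of 100 splits of the 20 dogs labelled B-cell or T-cell into 3 and 17, 1, the real one, gave as many as the 1382 genes between T-cell and B-cell. At the unadjusted threshold 3 of 100 gave at least the real 4463 genes, and the largest other count was 6338. These splits were not balanced over the suffix or the series, and all 3 T-cell dogs have suffix A. The count was 225 within suffix A and 766 with the suffix letter as covariate. The fit within suffix A has fewer dogs and less power, so its drop cannot be put down to the suffix alone. The splits therefore cannot separate immunophenotype from suffix. Dog 038A, labelled T-cell, was closer to the dogs labelled B-cell (median r of log2 CPM across genes 0.921, range 0.875 to 0.94) than to the T-cell dogs 028A (0.853) and 036A (0.821), which had an r of 0.901 with each other. Without dog 038A the count of genes was 2747. A mislabelled sample would show B-cell lineage genes, which the files do not name, so it cannot be told apart from a T-cell lymphoma of another kind.
The counts of dog 037A hardly followed its FPKM values (r = 0.207 across genes). Columns exchanged between dogs would give 0.9 or more with another dog, and the highest r was 0.417, for dog 031A. The mixture of all 25 dogs' FPKM values that maximised r reached 0.483, against at least 0.942 for control mixtures of the counts of 2 other dogs. Dog 029A, with the smallest total, had an r of 0.97. Neither counts from a mixture of these dogs nor depth therefore accounts for it. One of the columns may hold other reads than its name says, which was not tested.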
